A study of Homo sapiens with 6 samples. Its data were reported in "KLF4 recruits SWI/SNF to increase chromatin accessibility and reprogram the endothelial enhancer landscape under laminar shear stress" (2022).

How the data were processed

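H3K27ac HiChIP was measured in 6 libraries of human pulmonary artery endothelial cells (PAEC). HiChIP joins DNA ends that lie close together in the nucleus, enriches the joined fragments with an antibody against a histone mark (here H3K27ac, a mark of active enhancers and promoters) and reads both ends, so that each read pair counts a contact between 2 places in the genome. Of the libraries, 3 came from PAEC exposed to laminar shear stress (LSS) of 15 dyn/cm2 for 24 h and 3 from PAEC kept under static conditions (ST). Samples were grouped by their labels, and the replicates carry the letters A, B and C in each group.

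The values used are raw counts of read pairs per loop as deposited by the authors, with no normalization. According to the methods of the study, the authors removed duplicate reads, aligned the reads to GRCh37 (hg19) and filtered valid contacts with HiC-Pro at its default settings. They called loops with FitHiChIP at default settings apart from a minimum loop size of 1 kb. They tested differences and annotated enhancers and promoters with diffloop. Each library has its own list of called loops with anchors 1 kb wide and a span from 20 to 2000 kb. A table of the whole series joins 61856 loops over the 6 libraries. Its anchors are at least 5 kb wide, with a median of 5 kb and a maximum of 60 kb, and each loop carries gene names given by the authors. The number of per-sample columns in that table that matched no sample was 0. Of the values in it, 66.0% were 0 and no value lay from 1 to 3. A 0 is therefore described below as a loop listed at 0 and no fold change is given against a group listed at 0 throughout. The smallest count above 0 in the table was 10 in LSS replicate A, 5 in LSS replicate C and 4 in each other library. Because sums over called loops move with how many loops were called, the number of loops and the mean count per loop are given beside the totals.

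Differences between LSS and ST were tested with the quasi-likelihood test of edgeR (version 4.0.16, R 4.3.3) with robust estimation, TMM scaling and the default filterByExpr filter. All 6 libraries entered with group as the only term, and a Benjamini-Hochberg adjusted p-value under 0.05 was called. The test is two-sided. It was run on the counts of the series table per loop, on the counts summed per anchor and on the counts summed per gene over loops with an anchor within 2 kb of a protein-coding transcription start site. Start sites came from GENCODE release 44 mapped to GRCh37, the build of the files. Of the 11308 gene names in the table, 89.0% were found in that annotation. Lists of genes expected to rise and to fall under laminar shear, drawn up from general knowledge, were tested on the promoter counts with fry and camera of limma (version 3.58.1). Numbers of loops, loop counts and loop spans per library were compared with a two-sided exact permutation test of the difference of means, whose smallest possible p-value for 3 against 3 libraries is 0.1. The overlap of loops between libraries was measured with the Jaccard index, the share of the loops of a pair of libraries that both list. That overlap and the number of loops found in 1 group alone were compared with the 10 splits of the 6 libraries into 3 and 3. Python 3.11.15 with SciPy 1.17.1 was used for these steps.

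These tests, the alternatives listed below and the rule for naming features were fixed before the data were examined. For loops the rule takes the 5 with the smallest p-values in each direction among called loops whose groups do not overlap, and for anchors and promoters the 3 in each direction. Where none is called, it takes the 3 with the smallest unadjusted p-values in each direction, which are then said to fail the correction. It adds the loop with the smallest p-value at the promoter of each of 8 genes fixed in advance (DUSP5, SMAD5, EDN1, BMPR2, AGAP3, KLF2, KLF4 and HES2).

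The alternatives were DESeq2 size factors, library totals without TMM, mapped read totals as the study lists them, scaling within 4 classes of loop span, other filters on low counts, an adjusted p-value under 0.1, loops listed in all 6 libraries alone, the per-library lists at 1 kb, a replicate block, the DESeq2 Wald test (version 1.42.0), limma-voom, promoters within 5 kb, and leaving out each library in turn. For the comparisons of libraries they were a minimum of 10 counts, a minimum span of 20 kb, spans weighted by counts, anchors up to 5 kb apart counted as shared, and equal numbers of loops per library. Further alternatives, such as camera with an estimated correlation and the series table in place of the per-library lists, were added after the data were seen and are named in the closing section.

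The edgeR procedure was tested on simulated data. Counts were drawn for the 14068 tested loops with a single dispersion for all loops, the fitted 2.71, and 200 loops changed 8-fold, and 0.0% of the changed loops were recovered. For the 1868 loops listed in all 6 libraries, with a fitted dispersion of 0.0792, 20.5% of 200 loops changed 2-fold and 98.0% of 200 loops changed 4-fold were recovered. The total of loop counts in the series table ranged from 370131 to 927185 per library. Over the loops listed in all 6 libraries, the chi-square per degree of freedom between a pair of libraries of the same group was 3.53 to 8.00. No pair therefore agreed within sampling noise, which cannot show whether the libraries came from separate cultures. Each library was used as its own replicate, since the study states 3 experimental replicates for HiChIP.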

Results

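The data hold the chromatin contacts of PAEC, the endothelial cells that line the pulmonary artery, in 3 LSS and 3 ST libraries. The comparison asks which contacts between enhancers and promoters change when the cells are exposed to laminar flow. In the series table the loop counts came to 374709, 719384 and 557900 in LSS replicates A, B and C, and to 370131, 692876 and 927185 in ST replicates A, B and C. These counts were spread over 8599, 27718 and 22239 loops in the LSS libraries and 14655, 24008 and 29000 loops in the ST libraries. The mean count per listed loop was 43.6 in LSS replicate A, against 25.1 to 32.0 in the other 5 libraries.

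The libraries' own lists held 10073 ± 5519 loops in LSS and 12163 ± 8348 loops in ST (SD, n = 3 each), a difference smaller than the spread between replicates (two-sided exact permutation p = 0.7, where 0.1 is the smallest possible). The difference of -2090 loops became 2324 loops without ST replicate C and 489 loops without LSS replicate A. The total count per list was 142780 ± 51555 in LSS and 162267 ± 112488 in ST (n = 3 each, exact permutation p = 0.8), and this difference also changed direction without ST replicate C, from -19487 to 39435 counts. The median loop span was 107 ± 22.7 kb in LSS and 86.3 ± 4.04 kb in ST (n = 3 each, exact permutation p = 0.3). LSS replicate A had the longest median span, 131 kb. Without it the difference fell from 20.3 to 8.17 kb. In the series table the difference was 26.7 kb (n = 3 each, exact permutation p = 0.3). There LSS replicate A had the shortest median span of the LSS libraries, 240 kb against 282.5 and 250 kb in LSS replicates B and C.

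Of 56666 distinct loops with 1 kb anchors, 87.1% were in 1 library only and 31 were in all 6. Of the 61856 loops in the series table, 53.1% had counts in 1 library and 1868 (3.02%) had counts in all 6. The Jaccard index at 1 kb averaged 4.47% over the 6 pairs within a group and 3.99% over the 9 pairs between groups. This difference of 0.484 percentage points was the largest among the 10 splits of the 6 libraries, as it was with equal numbers of loops per library (1.14) and in the series table (1.47). With anchors up to 5 kb apart 3 of the 10 splits gave as large a difference, and without ST replicate B it fell to -0.0146. At 1 kb, 50 loops were listed in all 3 LSS libraries and in no ST library, and 143 loops in all 3 ST libraries and in no LSS library. Leaving out a library of its own group raised the number for LSS to 177 to 568 loops and the number for ST to 434 to 1002 loops, with the highest values without LSS replicate A and without ST replicate A. Of the 10 splits, 2 gave as many loops found on 1 side alone as the real split with 193, and the higher one, with 215, put LSS replicates A and C with ST replicate A. With anchors up to 5 kb apart, and likewise in the series table, 4 of the 10 splits gave as many as the real one.

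LSS replicate A had no listed count at many anchors where the other libraries had counts. Among 3087 anchors with at least 50 counts in each of the other 5 libraries, 804 (26.0%) had no count in LSS replicate A. The same share, taken in turn for each other library, was 0.196% in LSS replicate B, 0.708% in LSS replicate C, 2.88% in ST replicate A, 0.440% in ST replicate B and 0.0991% in ST replicate C.

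**Figure D1:**
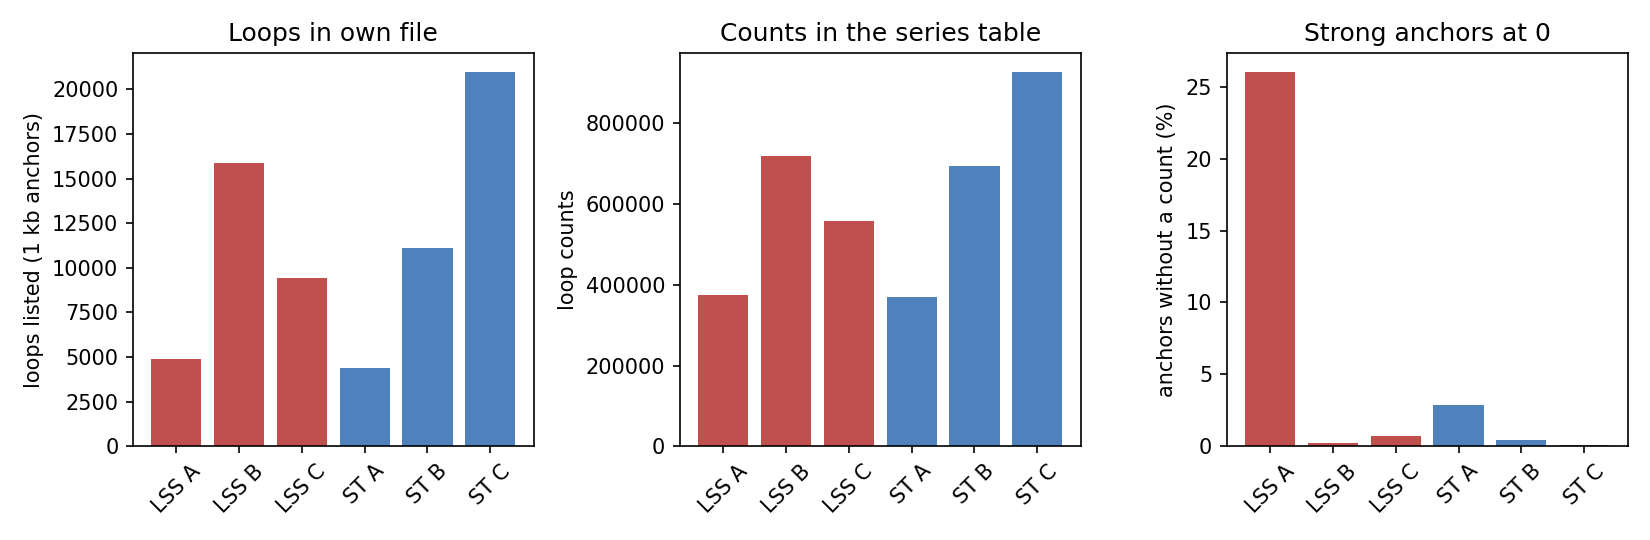
Bars give, for each LSS (red) and ST (blue) library, the loops in its own list, its loop counts in the series table, and the percent of anchors without a count among anchors with at least 50 counts in each of the other 5 libraries. LSS replicate A stands apart in the last panel with 26.0%, against at most 2.88% in the others.

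No loop was called between LSS and ST. Of 14068 loops tested with edgeR, 0 had an adjusted p-value under 0.05, and 691 had an unadjusted p-value under 0.05, of which 190 were higher and 501 lower in LSS. Without LSS replicate A the balance reversed, with 1171 of 2053 such loops higher. The median log2 fold change of all tested loops was -0.38. Among the other scalings of the edgeR test it ranged from -0.51 with mapped read totals to -0.20 with library totals, and when 1 library was left out it ranged from -0.58 without LSS replicate B to 0.08 without LSS replicate A. The alternative that moved the count most was the DESeq2 Wald test, with 199 loops. All 199 were at 0 in every library of 1 group. In counts simulated at the single dispersion fitted to these loops, 2.71, the edgeR test recovered 0 of 200 loops changed 8-fold. This does not describe the 13.3% of tested loops with counts in all 6 libraries, which vary less and are tested on their own below.

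The loops with the smallest p-values were each listed in all 3 libraries of 1 group and at 0 in the other, and all failed the correction (edgeR adjusted p = 0.269 for each). Those listed in LSS were at CD59, PLA1A and MYH9. The CD59 loop joined chromosome 11, 33710001 to 33715000, where the annotation has no protein-coding gene, to 33755001 to 33765000 at the CD59 promoter (GRCh37). It had 325, 241 and 132 counts in LSS replicates A, B and C. The PLA1A loop lay within that gene on chromosome 3 (119315001 to 119320000 and 119345001 to 119350000), with 221, 242 and 112 counts. The MYH9 loop joined the promoter to a place inside the gene on chromosome 22 (36710001 to 36730000 and 36780001 to 36785000), with 178, 143 and 116 counts. Those listed in ST were at RASA2, HIP1R and SLC43A3. The RASA2 loop on chromosome 3 (141185001 to 141210000 and 141275001 to 141280000) had 102, 115 and 157 counts in ST replicates A, B and C. The HIP1R loop on chromosome 12 (123315001 to 123320000 and 123335001 to 123340000) had 86, 138 and 145 counts. The SLC43A3 loop on chromosome 11 (57170001 to 57185000 and 57190001 to 57195000) had 95, 106 and 157 counts.

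Summing counts per anchor gave 0 calls among 15260 anchors, with 649 at an unadjusted p-value under 0.05, of which 253 were higher in LSS. With DESeq2 size factors 355 of 713 such anchors were higher, without LSS replicate A 606 of 1339 and without LSS replicate B 194 of 1198. Without the filter on low counts 32 of 30442 anchors were called. The anchors with the smallest p-values failed the correction (edgeR adjusted p from 0.353 to 0.621). An anchor at the promoters of PSMB3 and PCGF2 (chromosome 17, 36895001 to 36910000) had 392 ± 107 counts in LSS and 70.7 ± 32.5 in ST, a log2 fold change of 2.53. An anchor over exons of STN1 (chromosome 10, 105645001 to 105660000) had 661 ± 38.0 counts in LSS and 303 ± 94.0 in ST, a log2 fold change of 1.14. The anchor at MSH5 and SAPCD1 (chromosome 6, 31730001 to 31740000) had 226 ± 66.9 counts in LSS and was at 0 in every ST library. Anchors at 0 in every LSS library were at LSMEM2 and SEMA3B (chromosome 3, 50310001 to 50320000, 310 ± 70.8 counts in ST), at the histone genes H2AC17, H2BC17 and H3C12 (chromosome 6, 27855001 to 27865000, with 208, 268 and 236 counts in ST replicates A, B and C) and over exons of ABHD16A (chromosome 6, 31660001 to 31665000, 134 ± 32.3 counts). The histone genes belong to a family of near-identical copies, so reads there may be uncertain, which was not tested.

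Summing counts per promoter gave 0 calls among 9658 genes, with 372 at an unadjusted p-value under 0.05, of which 199 were higher in LSS. Without LSS replicate A 276 of 625 such genes were higher, and without LSS replicate B 125 of 515. The promoters with the smallest p-values were those of PSMB3, SAPCD1 and ST8SIA6 among the higher ones and of LSMEM2, SEMA3B and H2AC17 among the lower ones, and all failed the correction (edgeR adjusted p from 0.174 to 0.361). LSMEM2 and SEMA3B share their anchor, and PSMB3 had a log2 fold change of 2.54. Without the filter on low counts 2 of 12141 promoters were called. ST8SIA6 had 158 ± 52.0 counts in LSS and was at 0 in every ST library.

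Loops listed in all 6 libraries hold no zeros, and their fitted dispersion was 0.0792, against 2.71 over all tested loops. Among these 1868 loops 7 were called, 4 higher and 3 lower in LSS, and 331 had an unadjusted p-value under 0.05. The groups did not overlap at any of the 7. Chance alone gives this at 10% of unselected loops. Since these 7 were selected by p-value on the same counts, it adds no separate support. Higher in LSS was a loop from the ADAMTS1 promoter (chromosome 21, 28210001 to 28220000) to an anchor without a protein-coding gene (30005001 to 30020000) (log2 fold change 2.03). So was a loop between promoters around RPS27 (chromosome 1, 153935001 to 153965000) and TPM3 (154145001 to 154165000, 1.97). Also higher was a loop from an anchor at an ITPR1 transcript start (chromosome 3, 4855001 to 4860000) to the BHLHE40 promoter (5015001 to 5030000, 1.77). The ITPR1 anchor counts as a promoter because any annotated transcript start was accepted, and the authors name BHLHE40 alone for this loop. A loop within ATP8B1 (chromosome 18, 55385001 to 55400000 and 55435001 to 55495000, 1.73) was higher as well. Lower in LSS were a loop from the N6AMT2 promoter (chromosome 13, 21340001 to 21350000) to XPO4 (21360001 to 21390000, -2.19), a loop between the promoters of CSF3 (chromosome 17, 38170001 to 38185000) and NR1D1 (38250001 to 38270000, -1.73) and a loop within GPR116 (chromosome 6, 46865001 to 46890000 and 46915001 to 46925000, -1.75). Their edgeR adjusted p-values were 0.0336 to 0.0439. The number called ranged from 0 to 11 across the 6 fits that each left out 1 library, and was 0 without LSS replicate B, without ST replicate A or without ST replicate B.

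**Figure D2:**
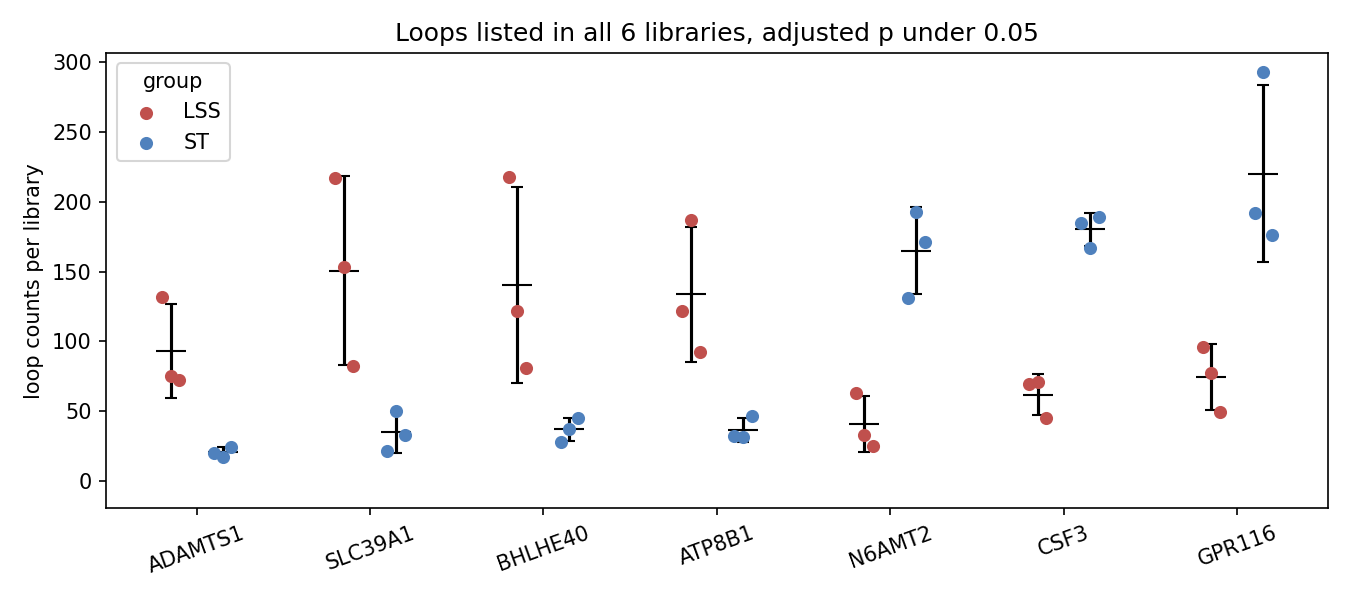
Points give the counts of each LSS (red) and ST (blue) library at the 7 loops listed in all 6 libraries with an adjusted p-value under 0.05, named by the first gene the authors give. Lines are the mean ± SD of 3 libraries, and at ADAMTS1 the LSS libraries had 132, 75 and 72 counts against 20, 17 and 24 in ST.

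The study describes loops at DUSP5, SMAD5, EDN1, BMPR2 and AGAP3, names KLF2 and KLF4 as the factors induced by flow, and names HES2 for enhancers that were predicted by computation and not found by HiChIP. With the counts of all promoter loops, 0 of the 7 tested genes passed when adjusted over the list alone (edgeR adjusted p from 0.620 to 0.968) and 0 passed over all genes tested. Since the study describes HiChIP loops at genes of this list, the count over the list alone is not independent evidence. KLF4 had 0, 416 and 184 counts in LSS replicates A, B and C and 0, 29 and 69 in ST replicates A, B and C (log2 fold change 2.85 ± 2.01, SE). KLF2 had 808 ± 62.9 counts in LSS and 646 ± 404 in ST (0.42 ± 0.28). EDN1 had 0, 645 and 305 counts in LSS and 452, 821 and 727 in ST (-1.18 ± 1.44), and DUSP5 had 0, 603 and 626 in LSS and 440, 894 and 970 in ST (-0.88 ± 1.47). LSS replicate A listed none of the 19 loops at DUSP5, the 28 at EDN1 or the 13 at KLF4. Without LSS replicate A the log2 fold changes were 3.40 at KLF4, -0.59 at EDN1 and -0.30 at DUSP5, and 0 genes passed over the list. Other fits moved them the opposite way. Without LSS replicate B they were 1.99 at KLF4 and -1.98 at EDN1, and without LSS replicate C -1.54 at DUSP5. BMPR2, AGAP3 and SMAD5 had log2 fold changes of -0.03, -0.38 and 0.81, and BMPR2 changed direction to 0.20 with library totals and to 0.43 without LSS replicate C. HES2 had 0, 15 and 18 counts in LSS and 0, 0 and 14 in ST, which is too few to pass the filter.

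Among single loops at these promoters, the one with the smallest p-value was at KLF2. It joined the promoter (chromosome 19, 16425001 to 16455000) to an anchor 70 kb away (16365001 to 16375000), with 305, 301 and 242 counts in LSS and 120, 94 and 200 in ST, and it failed the correction (log2 fold change 0.96 ± 0.31, SE, edgeR adjusted p = 0.453). The loops with the smallest p-values at the other genes failed the correction as well. At BMPR2 it was a loop from 203180001 to 203185000 on chromosome 2, with 0, 68 and 0 counts in LSS and 50, 87 and 69 in ST (-1.63 ± 2.26). Loops at DUSP5 (-1.36 ± 1.70), EDN1 (-2.65 ± 2.19) and AGAP3 (-1.37 ± 2.78) were also lower in LSS. Those at SMAD5 (0.80 ± 0.91) and KLF4 (3.76 ± 2.74) were higher. All were picked by p-value and were not matched to the loops that the study describes. The DUSP5 loop led to the SMNDC1 promoter over 197.5 kb and the EDN1 loop to the HIVEP1 promoter over 280 kb. The AGAP3 loop led into an intron of that gene over 17.5 kb. The EDN1 loop had 0, 21 and 0 counts in LSS and 46, 57 and 19 in ST. The AGAP3 loop had 0, 74 and 0 counts in LSS and 87, 0 and 88 in ST. At both, LSS replicate B was the only LSS library with counts.

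Of 3 loops between the BMPR2 promoter and anchors more than 1 Mb downstream, one chosen after its values were seen joined the promoter (chromosome 2, 203235001 to 203245000) to 204545001 to 204560000, 1.31 Mb downstream. It had 25, 18 and 8 counts in LSS replicates A, B and C and was at 0 in every ST library. The others had 7 counts in LSS replicate B alone and 8 counts in ST replicate C alone. All 3 were removed by the filter on low counts.

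**Figure D3:**
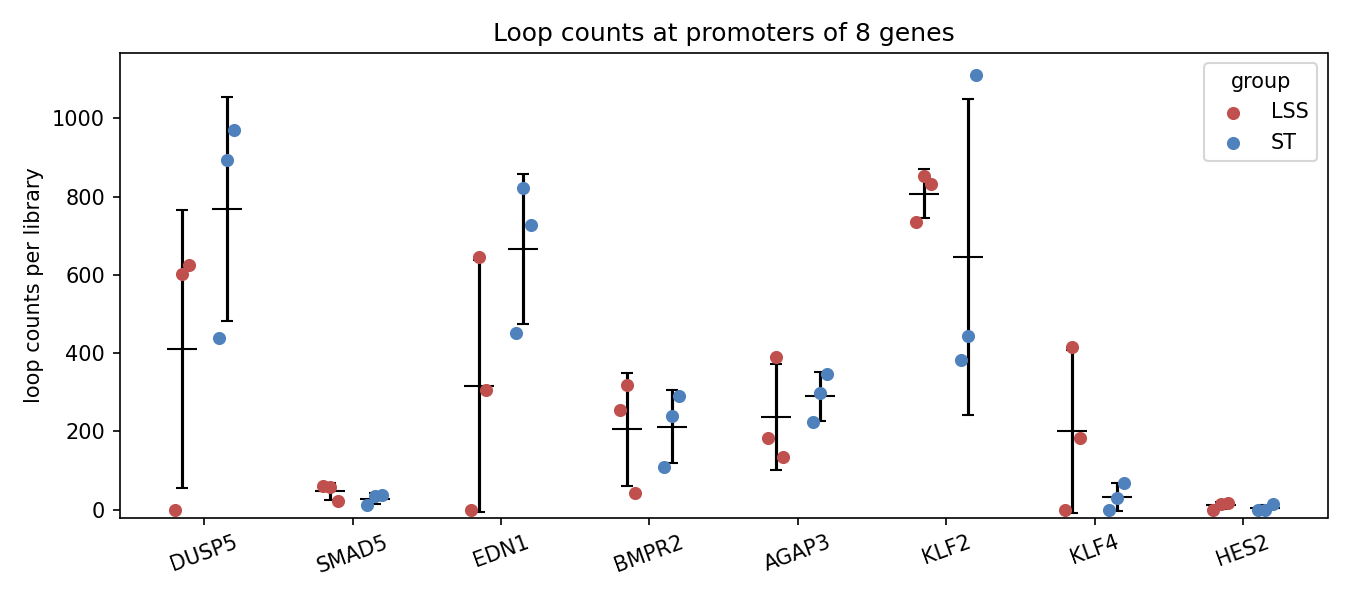
Points give the loop counts of each LSS (red) and ST (blue) library summed over loops at the promoters of 8 genes. Lines are the mean ± SD of 3 libraries, and LSS replicate A is at 0 for DUSP5, EDN1, KLF4 and HES2.

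For the genes expected to fall under laminar shear, 12 of the 14 were tested. Their median log2 fold change was -1.17, against -0.14 for all promoters, and 2 of the 12 were higher in LSS. The fry test of limma gave an adjusted p of 0.101 for this list, and from 0.00563 without LSS replicate A to 0.213 without ST replicate B when 1 library was left out. For the genes expected to rise, 15 of the 20 were tested, with a median of -0.06 and a fry adjusted p of 0.691. The camera test with its preset correlation called the falling list (limma adjusted p = 0.00019), a call that held neither under fry nor under camera with an estimated correlation (limma adjusted p = 0.263). The lists are not independent of the genes above, since the falling list holds EDN1 and the rising list holds DUSP5, KLF2 and KLF4.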

Values the study reported

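The study reported 4698 enhancer-promoter loops at 1 kb resolution, of which 1,299 differed between LSS and ST. It reported differential KLF4 binding at 856 enhancer anchors with 325 differentially expressed target genes. It placed an enhancer anchor 1.3 Mb downstream of the BMPR2 start site.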

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

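Restricting loops to those whose anchors have counts in all 6 libraries, using the authors' gene names for promoters, using the series table for the comparisons of libraries, camera with an estimated correlation, leaving out a library for the gene lists, the overlap and the loops of 1 group, and the refits of the loops listed in all 6 libraries were chosen after the data were seen.

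The count of 0 called loops became 199 with the DESeq2 Wald test, 1 with limma-voom and 7 with the loops listed in all 6 libraries. It stayed at 0 under every other alternative that was run. The DESeq2 and limma-voom calls shared 0 loops, and DESeq2 gave no adjusted p-value for 5858 loops. The cause of the DESeq2 difference was not tested. Without the filter on low counts 32 anchors and 2 promoters were called, and the cause was not tested. All other alternatives left anchors and promoters at 0. The loops whose anchors both have counts in all 6 libraries gave 0 calls of 4391, with 299 at an unadjusted p-value under 0.05.

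With a replicate block 0 loops, 0 anchors, 0 promoters and 0 of the study's genes were called, and 42 loops had an unadjusted p-value under 0.05. The letters were not taken to pair the samples, since the correlation of deviations from the group means was not over 0.1 for every letter. It was 0.0695 for A, 0.0338 for B and 0.113 for C over the tested loops. Over the loops listed in all 6 libraries it was 0.124, 0.0952 and 0.197. Unlike letters were not compared, so these values do not exclude a pairing. The methods of the study state that static cultures ran at the same time as the sheared ones, and neither they nor the labels say that a letter marks such a run. Among the loops listed in all 6 libraries the block called 7, with 2 higher and 5 lower. There 366 loops had an unadjusted p-value under 0.05 with the block, against 331 without it. The loops between ITPR1 and BHLHE40 and within ATP8B1 were not called with it (edgeR adjusted p = 0.0585 each). Leaving out 1 library gave 0 to 11.

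BMPR2 changed direction to 0.20 with library totals, and ranged from -0.34 to 0.43 when 1 library was left out. The list expected to fall was called with camera at its preset correlation (adjusted p = 0.00019) and had an adjusted p from 0.00563 to 0.213 when 1 library was left out. The list expected to rise had 0.123 to 0.973, with its direction reversed without LSS replicate B.

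Leaving out 1 library gave a difference of -5973 to 2324 loops per library, of -72603 to 39435 counts and of -0.0146 to 1.16 percentage points of overlap. The minimum span of 20 kb removed no loop and so tested nothing. The loops found in LSS alone numbered 285 with anchors up to 5 kb apart, 952 with at least 2 of 3 libraries and 208 in the series table, and those in ST alone 533, 1619 and 725. Leaving out 1 library gave 58 to 568 for LSS and 153 to 1002 for ST. Requiring fewer libraries lets more loops count by construction, and for the other settings the cause was not tested.

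Over 39 named features, 470 values under alternatives gave 417 with the same direction and side of the threshold, 37 no longer past the threshold, 13 newly past it and 3 reversed. The 37 were all among the 7 loops listed in all 6 libraries, and the reversed ones were all at BMPR2. Of the 13, 6 were loops under the DESeq2 Wald test, and 5 anchors and 2 promoters came without the filter on low counts.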

Other observations

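The tests of depth, whole anchors, the shear condition, the meaning of zeros and the anchors without a near neighbour were chosen after the result was seen. The tests of contiguous regions, GC content and the splits of the samples were written down before their results.

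The number of called loops here was 0. That is lower than the value quoted from the study above. The counts cannot be compared directly, since the loops differ and the study does not state the settings of its test. The study counted enhancer-promoter loops at 1 kb and tested differences with diffloop, whose loop test also fits edgeR. The 0 is for all tested loops with anchors at least 5 kb wide under edgeR, of which the DESeq2 Wald test called 199. The lists at 1 kb gave 0 calls among 1068 tested loops under edgeR. They hold no loop with a span under 20 kb, though the study allowed loops from 1 kb.

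LSS replicate A had no count at 804 anchors with at least 50 counts in each of the other 5 libraries. The tables argue against lower depth or a higher calling minimum as the whole cause. Among loops with at least 40 counts in each other library 42.6% were at 0 in LSS replicate A, against at most 8.85% in any other library. Of those it did list, 0.0% were under 20 counts and the median was 98, while its smallest listed count was 10. They also argue against GC content as the whole cause. The lowest share of anchors without a count over the 5 GC classes was 23.0%, against a highest share of 3.90% in the other libraries. In the class with the lowest GC the share was 31.6%, so GC content as a smaller part stays open. The tables argue against contiguous regions without reads as the whole cause. Of the 804 anchors without a count 54.2% had an anchor with counts within 50 kb, against 64.0% of the anchors that LSS replicate A does have. For the remaining 45.8% a missing region cannot be told apart from sparse anchors, since 36.0% of the anchors with counts also have no neighbour that near.

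The tables argue against the shear condition as the whole cause. Of 1225 anchors with at least 50 counts in each ST library and no count in LSS replicate A, LSS replicate B had counts at 92.3% and LSS replicate C at 92.7%. The condition as a smaller part of the cause stays open. At anchors that LSS replicate A lacks and the 4 remaining libraries hold strongly, LSS replicate B had no count at 5.77% and LSS replicate C at 4.92%, against 11.6%, 2.01% and 0.733% in ST replicates A, B and C. At anchors that LSS replicate A has, these shares were 0.256% and 0.650% in LSS and 3.09%, 0.383% and 0.130% in ST. The ratio of both shares was 22.5 and 7.57 in LSS replicates B and C, above the 3.75, 5.26 and 5.66 in ST replicates A, B and C, while the share itself was highest in ST replicate A.

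The strong loops absent from LSS replicate A were grouped by anchor. Of these loops 89.4% had at least 1 anchor without any count, against at most 54.9% in 200 shuffles of the absent loops within classes of count, so loops lost independently of their anchors would not give this share. Whole anchors left out of loop calling cannot be told apart from any other cause that acts on whole anchors, since each would give the same grouping.

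Zeros in the series table may stand for loops that were not called. Over the 5 libraries other than LSS replicate A, 2462 of 14814 values were at 0 where both other libraries of the group had at least 30 counts, while 11 lay within 5 counts of the smallest listed count. Of the table loops that contain a 1 kb loop from the same library's own list, 1781 of 25276 (7.05%) were at 0 in the table for that library. A loop at 0 in 1 group may therefore have contacts there.

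The real split of the 6 libraries had the highest number at an unadjusted p-value under 0.05 in each of the 5 families tested. For loops listed in all 6 libraries it had 331, against at most 108 in the other splits, so 1 of the 10 splits gave as many. It had 691 against at most 650 for tested loops, 649 against 460 for anchors and 372 against 212 for promoters, and 299 against 136 for loops whose anchors both have counts in all 6 libraries. Of the loops listed in all 6 libraries 7 were called in the real split and at most 1 in the others, so 1 of the 10 splits gave as many. For called loops, called anchors, called promoters and called loops whose anchors both have counts in all 6 libraries, 10 of the 10 splits gave as many, since each count was 0. Anchors at 0 in 1 group and with at least 50 counts in each library of the other numbered 40, and 1 of the 10 splits gave as many, though the next split gave 39. With 3 against 3 libraries this share is never under 0.1 whatever the counts, so these splits alone cannot exclude that chance gave these counts.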
